A study of Arabidopsis thaliana with 75 samples.

How the data were processed

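Gene expression was measured by messenger RNA sequencing in Arabidopsis thaliana leaves that had been cut with a blade. Per the labels, total RNA was extracted with a plant RNA column kit and made into stranded mRNA libraries. The authors deposited 1 table of estimated counts, with 32833 genes and a column for each of the 75 libraries. Per the file headers, these counts came from StringTie, a program that assembles and quantifies transcripts from aligned reads. No header or label gives the aligner, the version of any program, the genome build, the annotation, the read length or whether counting used the strand, so these are treated as unknown. The values were whole numbers, were not scaled to a common total, and were used as they stand, with no rounding needed.

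The low values of the table were not evenly filled. The value 3 occurred 38639 times and the value 4 occurred 14802 times, and a periodogram of the low values gave a spacing of 2.63. A sequenced fragment was therefore worth about 2.63 counts, and the deposited counts overstate the number of fragments by about that factor. The main tests used the deposited counts, and a fit on the counts divided by this spacing and rounded was added after the data were examined.

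Each column was matched to its library by its name, and 0 columns were left unmatched. Groups follow the genotype and time in the sample titles. There were 3 libraries in each of 25 groups: 12 groups of wild type, 7 labelled gpat4 gpat8 and 6 labelled rbohE. The descriptions of the 9 libraries labelled gpat4 gpat8 at 0h, 12h and 1D carry an M and continue a number series of their own, which may mark another batch. The meaning of the M is not stated, and these libraries are called the M libraries here. No leaves without a wound at the later times were analysed here, so time after wounding and time of day cannot be separated.

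The comparisons, their tests, the genes to be named, the gene lists and all alternatives except the division by the spacing were fixed before the data were examined. Counts were scaled by TMM (trimmed mean of M values) and tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust estimation and glmQLFTest) in R 4.3.3. A single fit held all 75 libraries with 1 coefficient per group and no covariate, and 48 contrasts were taken from it. Genes were kept by filterByExpr with its defaults, a minimum count of 10 and a minimum total of 15, which left 23475 genes. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change was at least 1. Fitted log2 fold changes used a prior count of 0.125. The standard error (SE) after a log2 fold change was derived from that fold change and the F statistic of its test. For genes near the floor in a group, the fold change and its SE depend on the prior count. An interaction is the change of a mutant from its own 0h group minus the change of wild type from its 0h group at the same time, or the same difference taken from 2h to 3D.

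Expression is given as counts-per-million (CPM) of the TMM-scaled library, as mean ± SD over 3 replicates. A group was treated as at the floor when each of its libraries had at most 3 counts, the upper limit that a count of 0 allows. A fold change against such a group is given as a bound computed against that floor. Since a fragment was worth about 2.63 counts, every such bound is too high by about that factor. List medians with genes set to their bound carry the same limit. Floors and tests cover counting error and replicate spread only, since PCR copies were not marked.

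Total counts per library ran from 46045188 to 67376782 with a median of 61143105. Pearson correlations of log-scaled values within the 75 replicate pairs lay between 0.972 and 0.988. No pair agreed within sampling noise, since the chi-square per degree of freedom over genes was at least 12.4, and every library was counted as a separate replicate.

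The 10 gene lists held 205 genes for cutin and wax, suberin, lignin, jasmonate, ethylene, abscisic acid, salicylic acid, epidermal identity, photosynthesis and the circadian clock. They were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 10 lists within each comparison. Tests at 2h, 1D and 3D of the wild type response and of both interactions were planned, and tests at the other times were run in the same way. The genes named are GPAT4, GPAT8, RBOHE, ATML1, PDF2, CCA1, LHY, TOC1 and GI in every case. Added to these are the genes with the 2 largest increases and the 2 largest decreases in 7 comparisons, and the member of each list with the largest change at any wild type time. These added genes had to be called and to have a mean of at least 50 counts, and outside the interactions their replicates could not overlap between the groups.

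Gene names and neighbours came from the RefSeq table of assembly TAIR10.1, in which 32548 of the gene IDs were found. Since the build behind the counts is not stated, no coordinates are given. Similarity between genes was computed by BLAST on the reference sequence. Where counting could move reads between a gene and a similar or overlapping gene, the value is described as uncertain.

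The alternatives were RLE size factors, no filter on low counts, DESeq2 1.42.0 (Wald test), a fit of only the groups compared, the replicate number as a block, an adjusted p threshold of 0.01, and leaving out each replicate of each compared group in turn. The gene lists were also tested with camera at a correlation estimated from the data and with fry. Fits without a replicate reused the gene filter and the dispersion trend of all 75 libraries and redid the scaling, the quasi-likelihood spread and the tests.

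The scripts were tested on simulated counts drawn from the real means and library sizes, with 200 genes changed by known factors. The changed genes had a mean of at least 50 counts and log2 factors above the minimum for a call. All other means were equal between groups, and the spread followed a smooth curve on the mean. The test therefore checks the scripts and does not measure recovery or false calls in the real data. Of 22819 simulated genes tested, 199 of the 200 changed genes were recovered in a comparison of groups and 196 in an interaction, and 2 and 3 unchanged genes were called.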

Results

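Messenger RNA was sequenced from wounded leaves of Arabidopsis thaliana in 3 genotypes, namely wild type, a line labelled gpat4 gpat8 and a line labelled rbohE. GPAT4 and GPAT8 encode acyltransferases of the synthesis of cutin, the polyester of the leaf cuticle. RBOHE encodes an NADPH oxidase, a membrane enzyme that produces reactive oxygen species. Wild type leaves were collected at 0h and at 11 times from 1h to 5D after wounding. Leaves labelled gpat4 gpat8 were collected at 0h, 2h, 4h, 12h, 1D, 2D and 3D, and leaves labelled rbohE at 0h, 2h, 4h, 1D, 3D and 5D. Each of the 25 groups had 3 replicates. Total counts ran from 46045188 to 67376782 per library with a median of 61143105, and between 22170 and 24049 genes had a count in a library. The 10 most abundant genes took between 2.55% and 5.54% of the counts of a library. The first 3 principal components held 34.9%, 13.5% and 9.96% of the variance. The title of the series concerns barrier formation after wounding, plant hormones and the epidermal regulator ATML1, and the comparisons below follow those subjects.

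The genes named in the genotype labels were examined first, to see whether their levels follow the labels. GPAT4 (AT1G01610) was called lower in the libraries labelled gpat4 gpat8 than in wild type at 2h (log2 fold change -1.58 ± 0.10 SE, edgeR adjusted p 1.18e-17), 4h (-1.28) and 3D (-1.39). At 2h it stood at 84.4 ± 4.94 CPM in these libraries and at 252 ± 9.01 CPM in wild type (SD, n = 3). At 0h, 12h, 1D and 2D the GPAT4 difference was under the fold change minimum, between -0.72 and -0.20. GPAT8 (AT4G00400) went against the label. It was called higher in the libraries labelled gpat4 gpat8 than in wild type at 4h (1.06 ± 0.28), 12h (1.96), 1D (1.82), 2D (2.41 ± 0.30, edgeR adjusted p 1.89e-07) and 3D (1.55), and at 0h and 2h it was higher by 0.86 and 0.96 without reaching the minimum. The call at 4h was lost with RLE size factors and with DESeq2, which each gave a log2 fold change of 0.99, and without WT 4h replicate 1, with 0.93. The difference at 0h passed the minimum without WT 0h replicate 3 (1.16), and that at 2h without WT 2h replicate 2 (1.11) or gpat4 gpat8 2h replicate 3 (1.04). At 2D, GPAT8 stood at 13.9 ± 3.88 CPM in the libraries labelled gpat4 gpat8 and at 2.62 ± 0.68 CPM in wild type. Every direction given here for these libraries therefore rests on their label.

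RBOHE (AT1G19230) rose in wild type from 0.197 ± 0.032 CPM at 0h to 45.7 ± 3.67 CPM at 3D, and reached 39.7 ± 1.74 CPM at 3D in the libraries labelled gpat4 gpat8. The libraries labelled rbohE had 2.73 ± 0.13 CPM at 3D, a log2 difference from wild type of -4.06 ± 0.30 (edgeR adjusted p 4.65e-15), and 1.55 ± 0.33 CPM at 5D, a difference of -3.36. At 0h, 2h and 4h, where RBOHE was below 1 CPM in all groups, it was called higher in the libraries labelled rbohE than in wild type, by 1.88, 1.59 and 1.85. The call at 2h was lost in the fit of only the groups compared, without rbohE 2h replicate 3 and without WT 2h replicate 2. RBOHE overlaps another gene on the other strand, so its low values are uncertain.

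**Figure D1:**
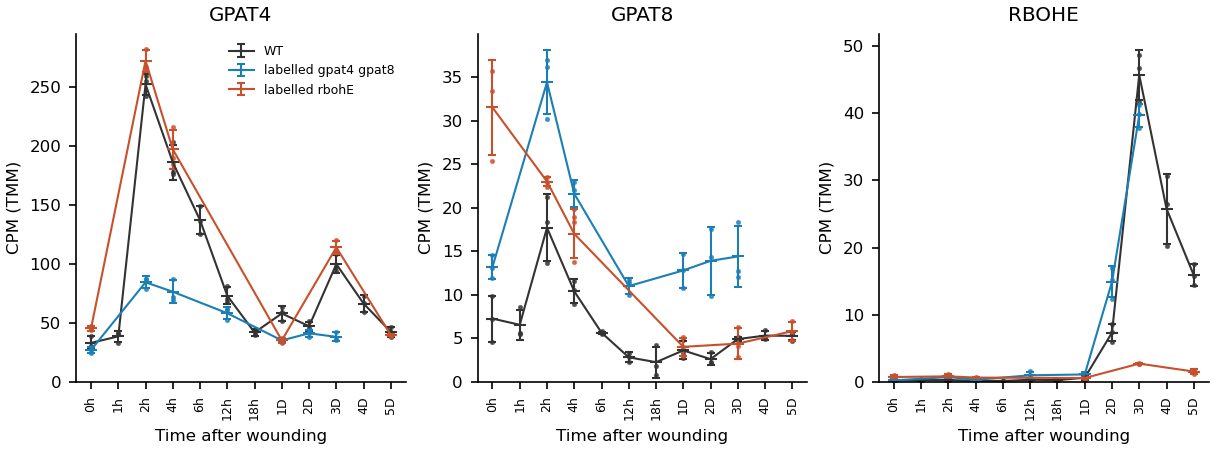
Expression (counts-per-million after TMM scaling, linear axis) of GPAT4, GPAT8 and RBOHE against time after wounding for the 3 genotypes, with points for libraries and bars for mean ± SD of 3 replicates. RBOHE reaches 45.7 CPM in wild type at 3D and 2.73 CPM in the libraries labelled rbohE, and GPAT8 lies higher in the libraries labelled gpat4 gpat8 than in wild type.

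The comparison of each wild type time with 0h asked which genes change after wounding. Among the 23475 genes tested, 7881 were called at 1h (3835 higher, 4046 lower) and 8956 at 2h (4261 higher, 4695 lower). Which direction holds the majority at these 2 times depends on the setting, since the share called higher went from 48.66% to 56.68% at 1h and from 47.58% to 53.11% at 2h with RLE size factors, to 55.21% and 52.31% with DESeq2, to 57.05% and 50.9% without a filter on low counts, and to 54% at 1h in the fit of only the groups compared. The number was 6332 at 4h, 4346 at 6h, 3875 at 12h, 3877 at 18h, 4125 at 1D, 4554 at 2D, 4208 at 3D, 4053 at 4D and 4511 at 5D. At the adjusted p threshold alone, between 10371 (4D) and 16108 (2h) genes passed. Of the genes tested, 15062 were called at 1 or more of the 11 times, 3874 at exactly 1 time and 371 at all 11 times in a single direction (210 higher, 161 lower), and 2295 were called higher at some times and lower at others. The fit of only the groups compared moved these counts most, at 18h to 3320 genes. Since no leaves without a wound were analysed at the later times, these changes include any change with time of day.

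**Figure D2:**
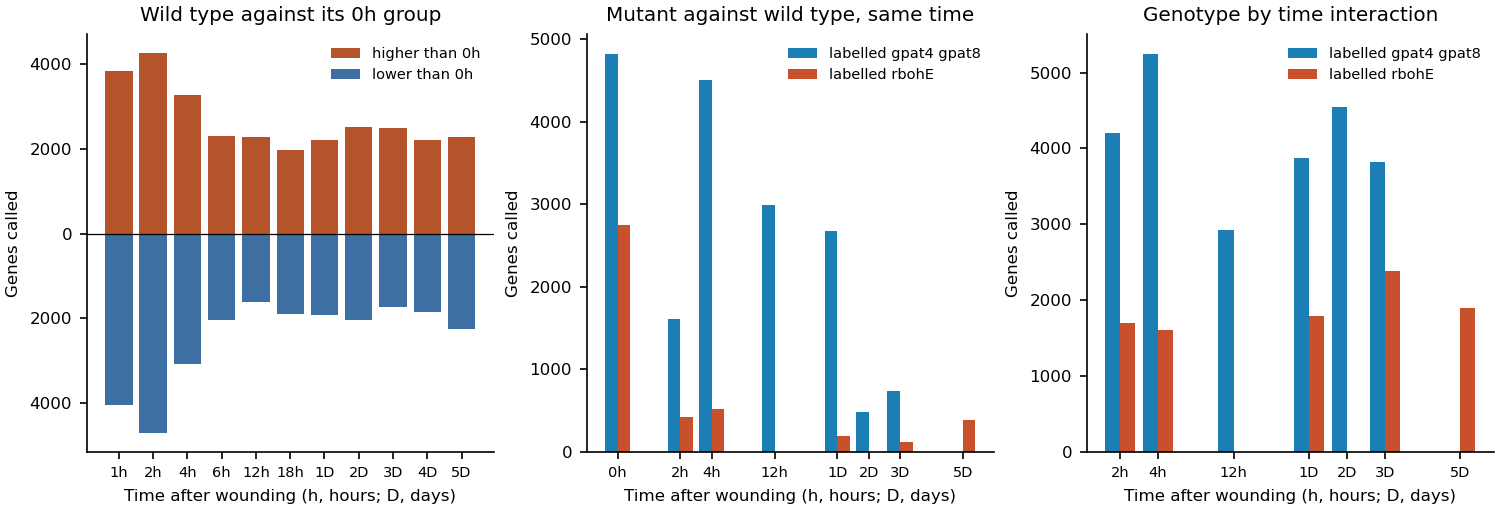
Number of genes called (edgeR adjusted p under 0.05 and absolute log2 fold change of at least 1) against time after wounding, for wild type against its 0h group (bars up for higher, down for lower), for each mutant label against wild type at the same time, and for the interaction relative to 0h. Wild type counts are highest at 2h, with 8956 genes, and the libraries labelled gpat4 gpat8 differ from wild type by 4824 genes at 0h and 4505 at 4h.

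The genes with the largest changes in wild type had no or few counts at one of the times compared. Their folds are therefore bounds against the floor of 3 counts. Since a fragment was worth about 2.63 counts, each bound below is too high by about that factor. Taken on the total count before TMM scaling, this floor was between 0.0445 and 0.0652 CPM in a library. That range is not on the TMM scale of the CPM values given here. At 2h, SIP4 (AT2G30360) was at least 5170-fold higher than at 0h (266 ± 104 CPM against 0, n = 3, edgeR adjusted p 1.60e-05) and the noncoding gene AT1G09053 at least 286-fold higher (14.7 ± 12.6 CPM). EXPA8 (AT2G40610) was at least 68.3-fold and GER3 (AT5G20630) at least 63.6-fold lower at 2h, and both varied widely at 0h (4.16 ± 5.73 and 3.87 ± 5.50 CPM). At 1D, LAC5 (AT2G40370) was at least 1680-fold higher (86.3 ± 26.0 CPM against 0) and AT1G55990 at least 761-fold higher. CSLA01 (AT4G16590) was at least 700-fold lower at 1D and at least 703-fold lower at 3D, from 31.9 ± 9.70 CPM at 0h, and PYK10 (AT3G09260) was at least 231-fold lower at 1D. At 3D, CYP86A1 (AT5G58860), a fatty acid hydroxylase of suberin synthesis, was at least 12800-fold higher (659 ± 36 CPM against 0, edgeR adjusted p 1.42e-13) and AT2G22510 at least 8140-fold higher. CYP81F4 (AT4G37410) was at least 617-fold lower at 3D. SIP4, AT1G09053, PYK10 and CYP81F4 overlap other genes on the other strand, and AT1G55990 shares 91.9% identity with AT4G33610 over its whole length, so these values are uncertain.

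The 10 gene lists asked whether barrier, hormone and epidermal genes move together. At 2h, camera placed 5 lists past the threshold in wild type. In each, the mean log-scaled expression of the list moved in the same direction in 3 of 3 replicates. The jasmonate list had a median log2 fold change of 2.73, with 20 of 27 genes called higher (camera adjusted p 7.43e-11). The abscisic acid list had a median of 1.65 (14 of 20 higher, 2.82e-04), the cutin and wax list 1.19, or 0.95 with genes at the floor set to their bound (13 of 27 higher and 5 lower, 6.99e-04), the lignin list 0.48, or 0.56 with bounds (0.00942) and the clock list 1.64 (0.0336). At 1D, the suberin list was higher, with a median of 3.77 when its 13 genes at the floor in a group were set to their bound (13 of 21 called higher, 8.01e-11), as was the lignin list (7.57e-04). The jasmonate list was lower, with a median of -0.83 (11 of 27 called lower, 1.11e-05). At 3D, 20 of 21 suberin genes (median with bounds 8.69, 3.63e-31) and 19 of 24 lignin genes (median 1.85, or 1.67 with bounds, 7.72e-17) were called higher, and 21 of 27 jasmonate genes were called lower (median -1.78, 1.65e-12). Smaller shifts past the threshold were found for photosynthesis at 1D (-0.41, 0.0105) and 3D (-0.83, 3.90e-04), epidermal identity at 1D (-0.79, or -0.76 with bounds, 0.0181) and 3D (-0.73, or -0.69 with bounds, 0.0218), and the clock at 1D (0.60, 0.00241) and 3D (1.13, 2.96e-04). The suberin list did not pass at 2h (0.0623). The ethylene list (camera adjusted p 0.0999, 0.864 and 0.444) and the salicylic acid list (0.548, 0.532 and 0.745) did not pass at 2h, 1D or 3D. At other times, suberin was already higher at 4h (3.05e-04), 6h (4.84e-06), 12h (1.71e-11) and 18h (2.65e-09), and lignin passed at 4h (0.0415) and 6h (1.29e-04). Jasmonate was higher at 1h (median 2.96, 4.6e-11), 4h (1.51, 2.47e-05) and 6h (0.87, 4.04e-05), and abscisic acid at 1h (1.03, 0.00418). Ethylene was higher at 1h (median 1.28, 0.0327) and salicylic acid at 12h (1.303, 10 of 14 called higher, 4.83e-04). Photosynthesis was higher at 1h (1.52, 12 of 21 called higher and 2 lower, 1.21e-05) and lower at 4h (-0.89), 6h (-1.21), 12h (-1.01), 4D (-0.83) and 5D (-0.54). Not every list past the threshold at these other times is given. Adjusted over the list alone, the numbers of called genes at these times were those over all genes tested, except for jasmonate at 1D, with 12 genes in place of 11.

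Only the list calls at 2h, 1D and 3D were tested in other ways. With the correlation between genes estimated from the data, the calls that held were suberin at 1D and 3D, and lignin, jasmonate and the clock at 3D. Under fry, all list calls at 2h, 1D and 3D also passed. However, fry asks whether a list changes at all, and camera whether it changes more than other genes. With 16108 of 23475 genes past the adjusted p threshold at 2h, passing fry says little about a camera call. Over all wild type times, the largest change in each list was that of WSD1 for cutin and wax (at least 54.9-fold lower at 3D), CYP86A1 for suberin, MYB63 for lignin (7.45 ± 0.38 at 3D), VSP1 for jasmonate (at least 42.6-fold lower at 1h), PDF1.2 for ethylene (-7.73 ± 1.91 at 1D), RD29A for abscisic acid (3.98 ± 0.26 at 2h), PR1 for salicylic acid (6.55 ± 1.69 at 12h), GL2 for epidermal identity (-1.96 ± 0.30 at 2h), LHCB1.1 for photosynthesis (5.57 ± 0.40 at 1h) and PRR9 for the clock (7.53 ± 0.31 at 2h). PDF1.2 varied at 0h more than its mean (29.6 ± 46 CPM). LHCB1.1 has a match elsewhere with 91.9% identity over 88.1% of its length, and VSP1 and PDF1.2 have matches with 83.3% and 83.4%, so these values are uncertain. GL2 overlaps other genes, and PRR9 shares a stretch of 99.7% identity over 35.6% of its length.

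**Figure D3:**
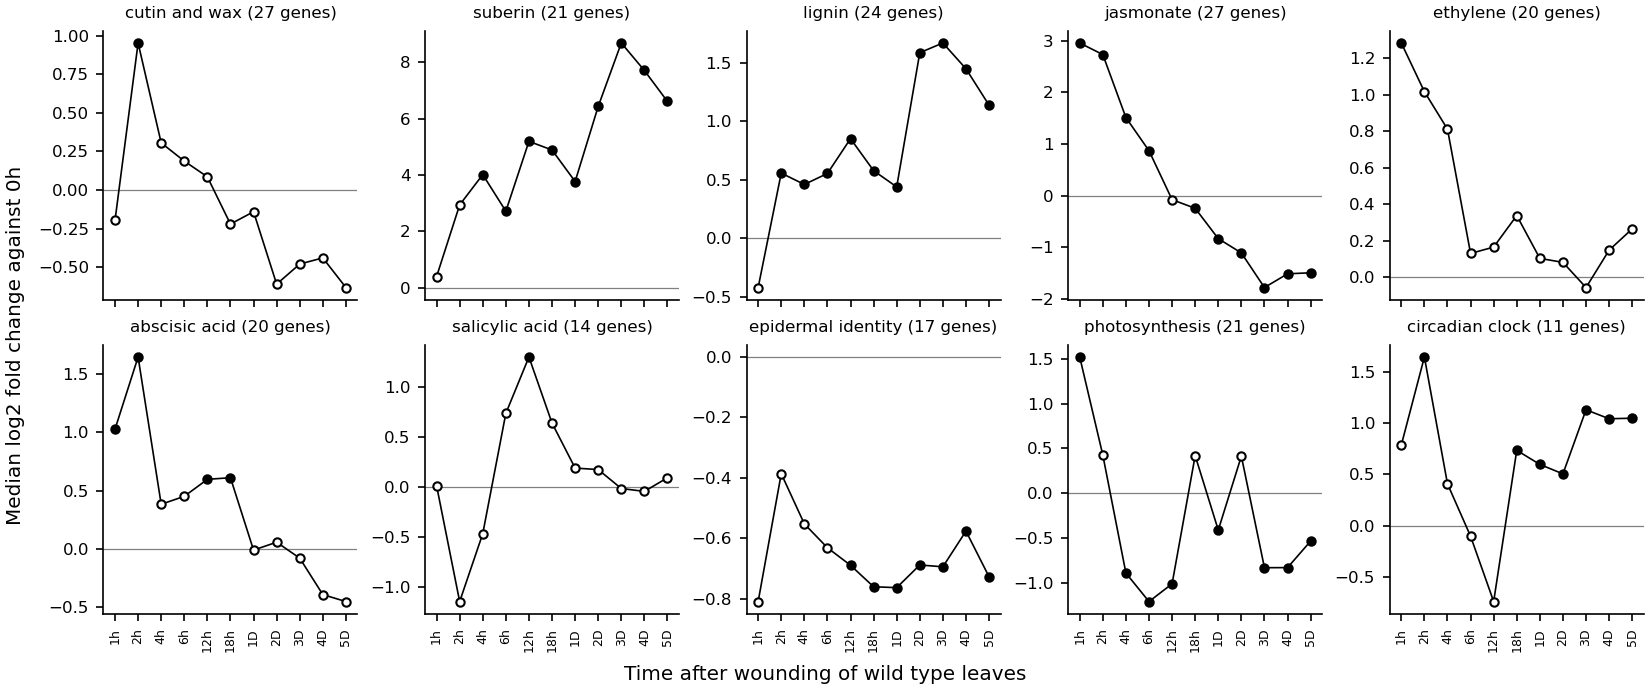
Median log2 fold change of each gene list against 0h in wild type, with genes at the floor set to their bound, against time after wounding, where filled points mark a camera adjusted p under 0.05. The suberin list reaches 8.69 at 3D, and the jasmonate list goes from 2.73 at 2h to -1.78 at 3D.

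ATML1 (AT4G21750), the regulator in the series title, was not called in wild type at any time. It stood at 45.8 ± 3.60 CPM at 0h, 48.4 ± 8.08 CPM at 2h and 28.0 ± 1.94 CPM at 3D, where its log2 fold change was -0.71 ± 0.11 (edgeR adjusted p 4.89e-07). PDF2 (AT4G04890), its close homologue, was called lower at 2h (-1.16 ± 0.11) and 4h (-1.35 ± 0.11) and stood at 61.3 ± 3.95 CPM at 3D against 78.5 ± 8.29 CPM at 0h. Neither gene was called in a comparison of a mutant label with wild type at the same time, although ATML1 in the libraries labelled gpat4 gpat8 at 4h lay just under the minimum (62.3 ± 8.25 against 31.2 ± 3.47 CPM, edgeR adjusted p 8.53e-11).

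Genes of the circadian clock were read because time of day could not be separated from time after wounding. CCA1 (AT2G46830) rose in wild type from 10.2 ± 2.2 CPM at 0h to 158 ± 18.9 CPM at 1h (log2 fold change 3.95 ± 0.26, edgeR adjusted p 8.03e-20) and LHY (AT1G01060) from 8.12 ± 1.38 to 103 ± 6.65 CPM. At 0h, the libraries labelled gpat4 gpat8 had 289 ± 38.8 CPM of CCA1 (4.82 ± 0.27 over wild type, edgeR adjusted p 3.96e-22) and 216 ± 24.7 CPM of LHY. TOC1 (AT5G61380) stood at 15.2 ± 3.32 CPM in these libraries and 139 ± 10.8 CPM in wild type at 0h (-3.19), and GI (AT1G22770) at 30.6 ± 7.14 and 65.5 ± 6.37 CPM (-1.10). Without replicate 2 of the libraries labelled gpat4 gpat8 at 0h, the GI difference was -0.93, under the minimum. All 11 clock genes tested were called between these groups at 0h and 9 of the 11 at 12h. Their root mean square log2 difference was 4.23 at 0h, 0.54 at 2h, 0.98 at 4h, 2.95 at 12h, 0.63 at 1D, 0.31 at 2D and 0.66 at 3D. Between the libraries labelled rbohE and wild type it was at most 0.79, at 0h, where CCA1 (-1.48) and LHY (-1.39) were called lower.

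**Figure D4:**
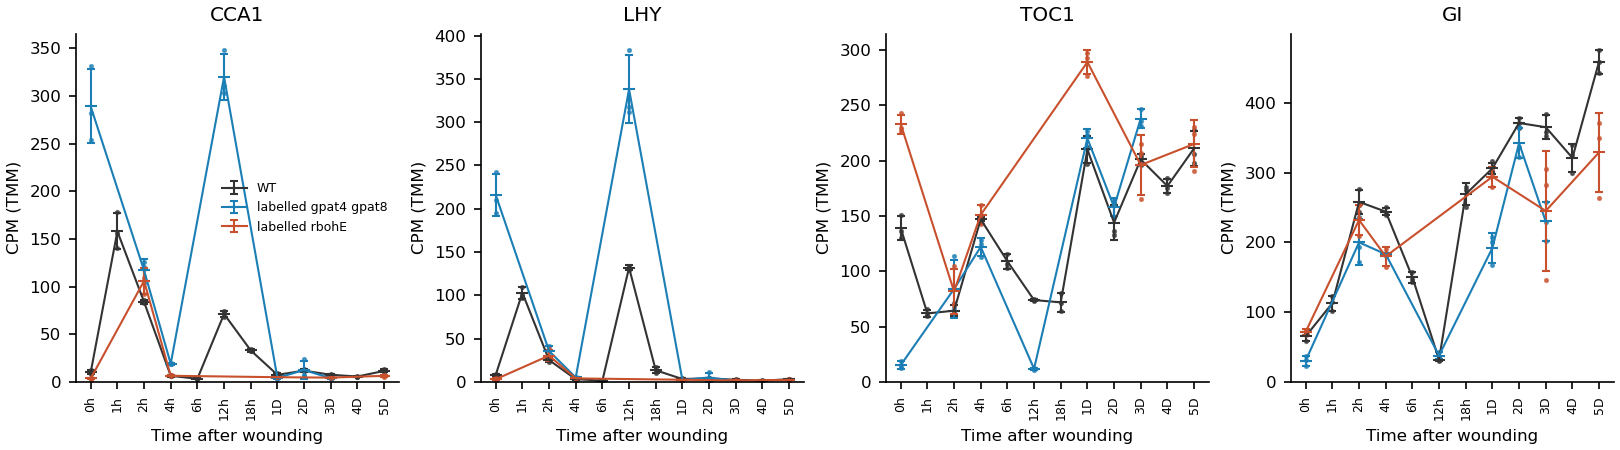
Expression (counts-per-million after TMM scaling, linear axis) of CCA1, LHY, TOC1 and GI against time after wounding in the 3 genotypes, with points for libraries and bars for mean ± SD of 3 replicates. At 0h CCA1 is at 289 CPM in the libraries labelled gpat4 gpat8 and at 10.2 CPM in wild type.

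Each mutant label was also compared with its own 0h group. The libraries labelled gpat4 gpat8 had 8486 genes called at 2h, 6767 at 4h, 3873 at 12h, 4769 at 1D, 6548 at 2D and 5809 at 3D. Those labelled rbohE had 10644 at 2h, 8720 at 4h, 5748 at 1D, 5922 at 3D and 5751 at 5D. The fit of only the groups compared moved these counts most, at 12h in the libraries labelled gpat4 gpat8 to 3255 genes. Of the genes called in wild type at a time, between 77.8% (4h) and 90.1% (2h) changed in the same direction in the libraries labelled gpat4 gpat8, and between 92.3% (3D) and 97.6% (2h) in those labelled rbohE. The shares also called in that direction were lower, between 43.9% (12h) and 62.9% (3D) for gpat4 gpat8 and between 70.1% (1D) and 87.5% (2h) for rbohE. For gpat4 gpat8, the 0h group consists of M libraries, so the changes to 2h, 4h, 2D and 3D also cross that split.

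The comparison of each mutant label with wild type at the same time asked how the genotypes differ. Between the libraries labelled gpat4 gpat8 and wild type, 4824 genes were called at 0h (2546 higher), 1607 at 2h, 4505 at 4h, 2989 at 12h, 2679 at 1D, 485 at 2D (423 higher) and 742 at 3D (592 higher). Between the libraries labelled rbohE and wild type, 2754 were called at 0h (1283 higher, a share of 46.59% that became 50.54% in the fit of only the groups compared), 419 at 2h, 513 at 4h, 195 at 1D, 117 at 3D and 384 at 5D. The fit of only the groups compared moved this family most, at 3D for rbohE from 117 genes to 11, and in it gpat4 gpat8 had fewer genes at 0h (3835) than at 4h (4231), the reverse of the order above. Single libraries also moved that count, to 43 genes without rbohE 3D replicate 1 and to 225 without rbohE 3D replicate 2. For gpat4 gpat8 at 2D, the count was 269 without gpat4 gpat8 2D replicate 3. At 0h, AT1G64795 was at least 336-fold higher in the libraries labelled gpat4 gpat8 (17.3 ± 5.04 CPM against 0, n = 3) and at least 157-fold higher in those labelled rbohE, and AT3G43850 was at least 272-fold higher in the former. AT1G07050 had a log2 difference of -10.65 ± 0.44 (65.6 ± 10.8 CPM in wild type, edgeR adjusted p 1.09e-27) and GER3 was at least 66.4-fold lower in the libraries labelled gpat4 gpat8. In the libraries labelled rbohE at 0h, the noncoding gene AT1G08592 was at least 134-fold higher, MRD1 (AT1G53480) at least 197-fold lower, and UGT76E12 (AT3G46660) lower by a log2 difference of -8.84 ± 1.24. AT1G08592 lost its call without rbohE 0h replicate 1 and when each wild type 0h replicate was left out in turn. AT1G64795, AT1G08592, MRD1 and UGT76E12 overlap genes on the other strand, so their values are uncertain.

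The M libraries could not be set against libraries of the same group without an M, so for 0h, 12h and 1D the library series and the gpat4 gpat8 label cannot be told apart within a comparison with wild type. The share of counts from plastid-encoded genes lay between 0.943% and 2.57% in the 9 M libraries (median 1.56%), between 0.212% and 0.793% in the other 12 libraries labelled gpat4 gpat8, between 0.336% and 0.878% in the 18 labelled rbohE and between 0.25% and 0.577% in the 36 of wild type. Of 113 plastid genes tested, the libraries labelled gpat4 gpat8 had 96 called higher than wild type at 0h, 93 at 12h and 109 at 1D, and, without M libraries, 43 at 2h and 74 at 4h, while 4 were called lower at 2D and 12 at 3D (median log2 differences -0.335 and -0.626).

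**Figure D5:**
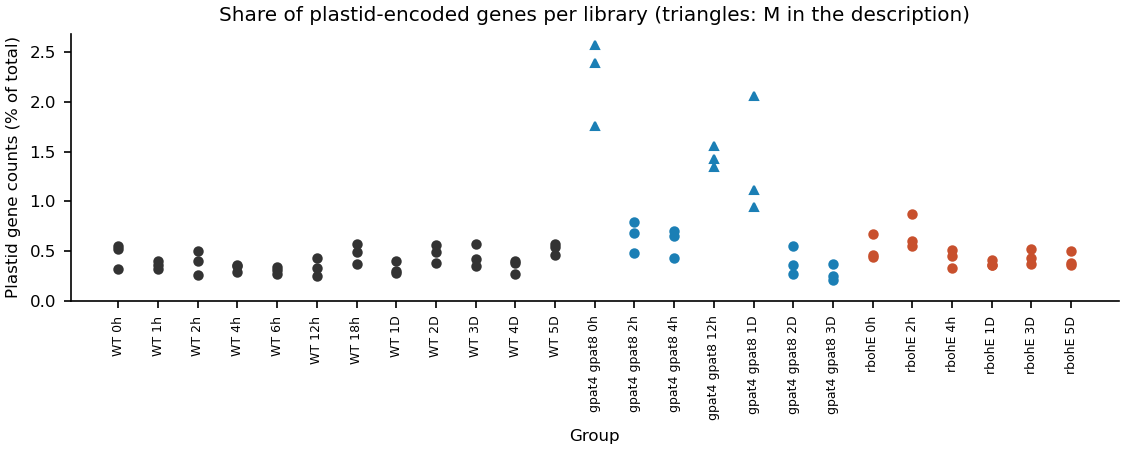
Share of counts from plastid-encoded genes (percent of the total count, linear axis) in each library, by group, where triangles mark the 9 M libraries. The M libraries lie between 0.943% and 2.57%, and the other 66 libraries reach at most 0.878%.

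At 0h, the photosynthesis list was higher than in wild type in the libraries labelled gpat4 gpat8 (median log2 difference 2.60, camera adjusted p 3.33e-21) and in those labelled rbohE (1.47, 18 of 21 called higher, 2.75e-22). The mean log-scaled expression of the list was higher in 3 of 3 replicates of each. For gpat4 gpat8 it was also higher at 2h (1.33, 1.07e-22), 4h (2.92, 9.09e-39), 12h (2.97, 3.92e-41), 1D (1.85, 2.55e-28) and 3D (0.61, 2.53e-11) and lower at 2D (-0.44, 7.97e-08), and for rbohE higher at 2h (0.55, 1.15e-12), 4h (0.52, 1.47e-11), 1D (0.204, 0.00155) and 5D (0.21, 0.00993). The jasmonate list was higher in the libraries labelled gpat4 gpat8 (1.15, 0.0272) and lower in those labelled rbohE (-1.08, 17 of 27 called lower, 6.36e-14). At 3D, the suberin list did not differ between the libraries labelled gpat4 gpat8 and wild type (-0.23, 0.529), nor between those labelled rbohE and wild type (0.04, 0.970). It did differ for gpat4 gpat8 at 2D (higher, 0.80, or 0.83 with bounds, 6 of 21 called higher, 7.97e-08) and for rbohE at 1D (lower, -0.73, or -0.61 with bounds, 1 of 21 called lower, 0.00238). The cutin and wax list was higher in the libraries labelled gpat4 gpat8 at 4h (1.04, 8.09e-05), 12h (0.96, 1.58e-05), 2D (0.40, or 0.44 with bounds, 3.21e-10) and 3D (0.12, or 0.14 with bounds, 0.00463), and for rbohE it was higher at 0h (0.50, 0.0033) and 4h (0.26, 0.00298) and lower at 1D (-0.23, or -0.31 with bounds, 1.90e-06). The jasmonate list was higher in the libraries labelled gpat4 gpat8 at 1D (0.57, 0.00237) and 3D (0.78, 2.26e-13). In those labelled rbohE it did not pass at 3D (0.12, 0.0698), though it was lower in them at 2h (-0.21, 0.0126) and higher at 5D (0.38, 2.06e-04). The salicylic acid list was lower for gpat4 gpat8 at 12h (-1.93, 7.01e-07). The clock list was lower at 3D for gpat4 gpat8 (-0.48, 3.15e-05) and rbohE (-0.48, 4.7e-06), and at 5D for rbohE (-0.40, 2.98e-07). Weaker list differences past the threshold are not all given. The list comparisons between genotypes at the same time, and the times other than 2h, 1D and 3D, were run with camera at its set correlation only.

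The interactions tested whether the change from 0h differed between a mutant label and wild type. For gpat4 gpat8, 4197 genes were called at 2h, 5249 at 4h, 2923 at 12h, 3874 at 1D, 4547 at 2D and 3821 at 3D. For rbohE, the numbers were 1704 at 2h, 1609 at 4h, 1796 at 1D, 2379 at 3D and 1894 at 5D. Measured from 2h to 3D, which leaves out the 0h libraries and the M libraries, 1088 genes were called for gpat4 gpat8 and 409 for rbohE. The fit of only the groups compared moved this family most, with 81 genes for rbohE from 2h to 3D, and the same count was 161 without rbohE 3D replicate 1 and 670 without rbohE 3D replicate 2. GPAT4 was called in the gpat4 gpat8 interaction at 2h (-1.29 ± 0.14) and 3D (-1.10 ± 0.14).

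The genes with the largest interactions at 1D were mostly low or uneven at 0h, and their values are given per group. For gpat4 gpat8, CIPK20 (AT5G45820) went from 68.4 ± 8.63 CPM at 0h to 1.05 ± 0.38 CPM at 1D, and in wild type from 0.0620 ± 0.0034 to 6.56 ± 1.96 CPM (edgeR adjusted p 8.03e-27). GER3 went from 0 to 16.5 ± 14.7 CPM and CYP81F4 from 0.274 ± 0.445 to 0.624 ± 0.697 CPM, where wild type CYP81F4 fell from 28.0 ± 12.0 to 0.00503 ± 0.00871 CPM, and the noncoding gene AT1G05837 was at 0 in 2 of the 6 libraries labelled gpat4 gpat8. For rbohE, RPL27AB (AT1G23290) went from 0 to 41.8 ± 39.7 CPM and SUC7 (AT1G66570) from 0 to 1.05 ± 0.92 CPM. AT5G28919 went from 56.9 ± 9.05 CPM to 0 where wild type went from 59.5 ± 19.1 to 34.9 ± 11.7 CPM, and LAC12 (AT5G05390) from 0.0945 ± 0.0857 to 22.9 ± 5.41 CPM where wild type went from 0 to 35.0 ± 7.29 CPM. Over the 18 alternatives of each, the call was lost in 14 for RPL27AB, 12 for LAC12, 11 for AT1G05837, 8 for AT5G28919 and 3 for SUC7, mostly in fits that left out 1 library, and also in the fit of only the groups compared for all but AT5G28919. RPL27AB, AT1G05837 and AT5G28919 overlap other genes, and SUC7 shares 89.3% identity with SUC6, so these values are uncertain.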

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

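The results in this part were picked because a mutant label and wild type changed by different amounts over time, in a direct test of that difference. No test of single outlying libraries was made. Among replicate pairs, rbohE 3D replicate 1 stood apart from replicates 2 and 3, with chi-square per degree of freedom of 171 and 174.9. Between rbohE 3D replicates 2 and 3 it was 14.5. The splits of the samples and the test of the 0h difference were planned before their results were seen, and the tests of the M series and of overlapping genes were chosen after the result was seen.

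For the label gpat4 gpat8, the interaction with wild type relative to 0h gave 4197 genes at 2h, 5249 at 4h, 2923 at 12h, 3874 at 1D, 4547 at 2D and 3821 at 3D, and 1088 genes from 2h to 3D. For the label rbohE it gave 1704 at 2h, 1609 at 4h, 1796 at 1D, 2379 at 3D and 1894 at 5D, and 409 from 2h to 3D. Each was compared with 20 drawn exchanges of the genotype labels within each time among its 12 samples, which with the real split make 21 splits. For gpat4 gpat8, 3 of the 21 splits gave as many genes at 2h, 1 of 21 at 4h, 2 of 21 at 12h, 1 of 21 at 1D, 1 of 21 at 2D, 2 of 21 at 3D and 1 of 21 from 2h to 3D. For rbohE, 2 of 21 gave as many at 2h, 2 at 4h, 4 at 1D, 1 at 3D, 2 at 5D and 1 from 2h to 3D.

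These fits held only the 12 samples of the interaction. In each interaction relative to 0h where other splits gave as many genes, all of those splits left the genotypes unmixed at 0h and regrouped only the libraries of the later time. For the 2h interaction of gpat4 gpat8 this held for both other splits, and the splits that mixed the genotypes at 0h gave at most 1 gene. At 12h, with M libraries at both times, splits that mixed them at 0h gave at most 719 genes. At 4h, where only the real split of gpat4 gpat8 reached its 4491 genes, a split that mixed them at 0h gave 2858. At 2D the real split of gpat4 gpat8 gave 3923 genes in these fits and another split 3847. For rbohE at 3D they gave 1841 and 1821, and for gpat4 gpat8 at 1D 3217 and 2956. Splits that mixed the genotypes at 0h gave at most 1, 0 and 581 genes in these cases. Where other splits gave as many genes, the 0h libraries alone gave counts as large as the real split. Those counts, and the close ones, cannot be read as a difference that arises at the later time.

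The interactions relative to 0h share their 0h libraries with the difference between the genotypes at 0h, so some relation arises without any effect. Across genes, the interaction at 3D correlated with the negative of the 0h difference at 0.858 for gpat4 gpat8 and 0.867 for rbohE. In 50 simulations of unchanged groups the range was 0.668 to 0.725 and 0.672 to 0.733. The values lie above these ranges and are consistent with part of the interactions reflecting a difference already present at 0h, which could be technical (another harvest time or another library series) or biological. As the whole cause of such interactions, the M series is argued against by the 1609 or more genes in each rbohE interaction relative to 0h, since rbohE has no M libraries. For gpat4 gpat8 the M series and the label cannot be told apart at 0h. The interactions from 2h to 3D involve no 0h and no M library, and a genotype effect remains open there, as untested.

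Of the gene lists, 23 interactions passed the threshold at 2h, 1D and 3D, given here as camera adjusted p. For gpat4 gpat8 at 2h these were jasmonate (lower, median -1.2, 1.43e-04), ethylene (lower, -0.25, 0.0290), photosynthesis (lower, -1.42, 7.20e-08) and the clock (higher, 0.73, 0.0290). At 1D it was suberin (lower, 0.0289), and at 3D suberin (lower, 0.0439) and photosynthesis (lower, -1.93, 4.43e-16). The medians of the suberin, cutin and wax, lignin and epidermal identity lists are left out, since some of their genes lie at the floor in a group, 13 of 21 for suberin. For rbohE at 2h, the lists were cutin and wax (lower, 0.0403), lignin (higher, 7 of 24 genes called higher and 2 lower, 1.99e-04), jasmonate (higher, 0.89, 3.75e-11), abscisic acid (higher, 0.55, 0.0103), epidermal identity (lower, 0.0403) and photosynthesis (lower, -0.82, 3.75e-11). At 1D they were cutin and wax (lower, 10 of 27 genes called lower, 3.02e-08), jasmonate (higher, 1.2, 6.20e-15), abscisic acid (higher, 0.67, 0.00405) and photosynthesis (lower, -1.30, 4.28e-18). At 3D they were cutin and wax (lower, 4 of 27 called lower and 2 higher, 0.0186), lignin (higher, 9 of 24 called higher and 3 lower, 0.00898), jasmonate (higher, 1.57, 1.70e-15), abscisic acid (higher, 0.85, 0.00169), epidermal identity (lower, 0.0297) and photosynthesis (lower, -1.25, 9.26e-16). At a correlation estimated from the data, of these 23 only jasmonate for rbohE at 1D and 3D passed.

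For rbohE, the jasmonate and photosynthesis interactions go the opposite way to the list differences at 0h, where jasmonate was lower by a median of -1.08 and photosynthesis higher by 1.47 in the libraries labelled rbohE. The direct comparisons at 1D and 3D showed no jasmonate difference past the threshold (camera adjusted p 0.822 and 0.0698), but jasmonate was lower at 2h (median -0.208, 0.0126) and higher at 5D (0.383, 2.06e-04). In the rbohE interaction from 2h to 3D, which uses no 0h library, it was higher too (0.324, 3 of 27 genes called higher, 0.0011), as it was for gpat4 gpat8 (1.15, 1.21e-14). Both labels were set against the same wild type 2h and 3D libraries, so these 2 results are not independent. The direct jasmonate medians for rbohE and gpat4 gpat8 were close at 2h (-0.208 and -0.215) and apart at 3D (0.119 and 0.781). Whether the shared wild type libraries contribute was not tested. For a single gene, the interaction relative to 0h is the difference between genotypes at the later time less that at 0h. As the direct medians at 2h and 1D (-0.208 and -0.05) go with the 0h difference and not with the interaction, the jasmonate interactions at these 2 times come from the 0h side. The interaction from 2h to 3D is a separate and smaller difference, and whether the 0h difference comes from the genotype or from conditions before harvest was not tested.

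Of the genes named for their interaction at 1D, the edgeR adjusted p for gpat4 gpat8 was 1.50e-07 for GER3, 9.30e-07 for CYP81F4, 8.03e-27 for CIPK20 and 0.0427 for AT1G05837. For rbohE it was 0.0489 for RPL27AB, 0.0158 for SUC7, 0.0372 for AT5G28919 and 0.0406 for LAC12. GER3, CYP81F4 and AT1G05837 were low or absent at one of the times. RPL27AB had 0 counts in all 3 rbohE 0h libraries and in 1 of 3 rbohE 1D libraries, yet reached 7224 counts elsewhere. Among 14169 genes of sufficient abundance, 54 had 0 counts in a replicate and at least 1000 in another of the same group. Of these, 49 (90.7%) overlap another gene, against 32.4% of the other genes (Fisher's exact test, two-sided, p 5.96e-19). Reads moved between overlapping genes by the authors' counting are therefore a candidate explanation for RPL27AB, AT5G28919 and AT1G05837, all of which overlap another gene. LAC12 has no overlapping gene or similar copy, and SUC7 shares 89.3% identity with SUC6. A genotype effect on these genes stays open, as untested.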

How the results depend on the processing

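All alternatives below were fixed before the data were examined except the division of the counts by their spacing. Each of the 48 gene counts stayed within 1.5 times under RLE size factors, no filter on low counts, the replicate block, division by the spacing and DESeq2. All 11 wild type and all 11 own-response counts also did so in every other fit, as did all interactions relative to 0h. RLE moved the median of all genes by over 0.1 for wild type 1h (0.165) and 2h (0.124), gpat4 gpat8 4h (-0.101) and rbohE 2h (0.108) against their own 0h groups, and the gpat4 gpat8 interaction at 4h (-0.136). It left the direction of every list call in the report the same.

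In the fit of only the groups compared, which has fewer libraries for the spread, the counts fell to 266 genes for gpat4 gpat8 against wild type at 2D, 219, 11 and 192 for rbohE against wild type at 2h, 3D and 5D, and 81 for the rbohE interaction from 2h to 3D. At the adjusted p threshold of 0.01, which is stricter by construction, they were 254 for gpat4 gpat8 at 2D, 220, 320, 46 and 218 for rbohE at 2h, 4h, 3D and 5D, and 642 and 153 for the gpat4 gpat8 and rbohE interactions from 2h to 3D.

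Of the lists, the gpat4 gpat8 interaction at 1D had 0 past the threshold with RLE, 2 without a filter, 0 with divided counts, 0 with the estimated correlation and 4 with fry, where the main setting had 1. At 3D it had 1 with RLE, 1 with divided counts, 0 with the estimated correlation and 5 with fry, where the main setting had 2. With the estimated correlation, 0 lists passed for wild type at 2h, 1 for wild type at 1D, 0 for the gpat4 gpat8 interaction at 2h and 0, 1 and 1 for the rbohE interaction at 2h, 1D and 3D. With fry, 9 passed for wild type at 2h. Since fry asks whether a list changes at all, its numbers are not a check of those from camera. The cause of the other differences was not tested.

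Leaving out 1 replicate at a time gave 269 to 519 genes for gpat4 gpat8 against wild type at 2D. For rbohE against wild type it gave 265 to 458 at 2h, 316 to 511 at 4h, 105 to 240 at 1D, 43 to 225 at 3D and 246 to 359 at 5D, and for the rbohE interaction from 2h to 3D 161 to 670. The lists past the threshold were 2 to 4, 1 to 3 and 1 to 4 for the gpat4 gpat8 interaction at 2h, 1D and 3D. The lowest counts came without gpat4 gpat8 2D replicate 3, WT 2h replicate 1, WT 4h replicate 2, rbohE 1D replicate 3, rbohE 3D replicate 1 and WT 5D replicate 2.

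The replicate block moved no gene count by more than 1.5 times, for example from 117 to 122 for rbohE at 3D, and RPL27AB lost its call under it (edgeR adjusted p 0.0555, from 0.0279 to 0.132 over its 17 edgeR alternatives, of which 3 kept the call, as did DESeq2). Same-numbered libraries correlated at a mean of 0.00866 over 900 pairs (-0.199 to 0.224), others at -0.00432 over 1800, so the numbers do not pair samples over all groups. At 2h the third principal component falls from replicate 1 to 3 in each genotype. At 4h the first principal component is lowest in replicate 1 and highest in replicate 2 in each genotype. A shared factor at these times stays open, since a pairing within a single time was not tested.

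For single genes, 1137 values over 91 results gave 1070 with the same call, 59 weaker, 3 stronger and 5 with the opposite sign. The 5 were not called in any fit and came without 1 library: ATML1 in wild type at 1D (from -0.067 to 0.043 over the 6 fits, above 0 at 0.007 without WT 0h replicate 1, 0.024 without WT 1D replicate 3 and 0.043 without WT 0h replicate 3) and RBOHE for rbohE against wild type at 1D (from -0.435 to 0.192, above 0 at 0.137 without rbohE 1D replicate 3 and 0.192 without WT 1D replicate 1).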

Other observations

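The splits of the samples and the tests of the wild type 0h libraries and of a similar copy of GPAT8 were planned before their results were seen, and all other tests in this part were chosen only after the result was seen. Each of the 35 comparisons of a group with another was compared with the other splits of its 6 samples. Only 1 of the 10 splits, the real one, gave as many genes in each case, and the other splits gave at most 3 genes. A share of 1 in 10 is the smallest that 3 libraries against 3 can give, so these splits cannot decide against chance on their own.

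GPAT8 is higher in the libraries labelled gpat4 gpat8 than in wild type. The library series does not explain this as a whole, since it was called higher in 3 comparisons without M libraries. A swap with libraries labelled rbohE is argued against by RBOHE, whose log2 difference at 3D between the libraries labelled gpat4 gpat8 and wild type was -0.205. Reads shared with a copy are argued against by the longest match of GPAT8 elsewhere, which reached 80.3% identity. A transcript that is made from a disrupted gene, or a label that covers another line, could give such a level, and neither was tested. GPAT8 also varies within wild type, between 2.27 CPM at 18h and 17.7 CPM at 2h. At 0h it stood at 31.5 ± 5.48 CPM in the libraries labelled rbohE, 13.2 CPM in those labelled gpat4 gpat8 and 7.27 CPM in wild type. The libraries labelled rbohE had 17 CPM at 4h against 10.4 CPM in wild type, and 4.4 against 4.92 CPM at 3D. A higher level at 0h and 4h is therefore not limited to the label gpat4 gpat8.

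The plastid share is higher in the M libraries. Their lowest value, 0.943%, lies above every other library. Time after wounding is argued against by wild type at 0h, 12h and 1D, which reached at most 0.553%. A genotype effect of this size at all times is argued against by the libraries labelled gpat4 gpat8 without M, at most 0.793%. Those come from other times, so a genotype effect limited to 0h, 12h and 1D cannot be told apart from the series. The share of mitochondria-encoded genes was also higher in the M libraries, with a median of 0.0807%. It was 0.0237% in the other libraries labelled gpat4 gpat8, 0.0327% in those labelled rbohE and 0.0321% in wild type. The ranges overlap, from 0.0475% in the M libraries and up to 0.0617% in wild type. A difference between library series, such as another RNA preparation, is a candidate explanation for the plastid share. The comparisons without M libraries at 2h and 4h still had 43 and 74 plastid genes called higher than in wild type, and those at 2D and 3D had 4 and 12 called lower, so the series does not account for all plastid differences.

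The number of genes that differ between the libraries labelled gpat4 gpat8 and wild type varies with time. The library series alone is argued against by the 4505 genes at 4h, where no M library takes part, more than at 12h or 1D. Over the 7 times, the number rose with the root mean square difference of the clock genes by rank (Spearman's rho 0.857, exact permutation p 0.0238, adjusted 0.0476 over 2 relations) but not linearly (Pearson's r 0.685, exact permutation p 0.0933, adjusted 0.187). In the fit of only the groups compared, 4h had more genes than 0h and rho was 0.786 (exact permutation p 0.048, adjusted 0.096), no longer past the threshold. Without the 2 times farthest from the median clock difference r was 0.859 over 5 times. The ratio of total counts gave rho -0.536 (exact permutation p 0.236) and r -0.492 (exact permutation p 0.267). Library size as the whole cause is argued against by 2D, where total counts were most unequal (ratio 1.158) and 485 genes were called, under the 1607 at 2h, where they were most equal (1.008). Clock phase as the whole cause is argued against by 12h, where the clock genes differed by 2.949 and 2989 genes were called, under the 4505 at 4h, where they differed by 0.981. Harvest at another clock phase may contribute to the differences, and this stays a hypothesis.

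At 0h, the clock genes differ between the libraries labelled gpat4 gpat8 and wild type. A lasting effect of the library series is argued against by 1D, where the mutant libraries also carry M. The root mean square difference there was 0.631. A genotype effect of the 0h size at all times is argued against by at most 0.657 at 2D and 3D. A smaller effect stays open, since the clock list was lower at 3D (median -0.481, camera adjusted p 3.15e-05). At 2D it did not pass (0.243). For rbohE it was lower at 3D as well (-0.482, 4.7e-06). Both labels were compared with the same wild type 3D libraries. A shift of those libraries could give both differences, and this was not tested. Morning-phased genes (CCA1 and LHY) were higher and evening-phased genes (TOC1, GI and ELF4) lower, with the smallest log2 difference at -1.10, which is consistent with a harvest at another time of day. In wild type between 0h and 1h, CCA1 and LHY rose, while the evening-phased genes went both ways, up to 0.785 for GI, so wounding and clock phase cannot be told apart there.

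Both mutant labels differ from wild type more at 0h than at most later times. If the wild type 0h libraries stood apart as the whole cause, the 0h differences of both would correlate more closely than simulated unchanged groups against the same wild type libraries do. The observed correlation was 0.395, under the simulated range of 0.462 to 0.523, which argues against it. Over all genes the share of genes in the same direction was 58.9%, and 62.8% to 64.2% in the simulations. Of the 1411 genes called at 0h for both labels, 1149 went in the same direction (513 higher, 636 lower). This number was not set against simulations, and it leaves open a part that comes from the wild type 0h libraries. What differs at 0h remains open.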
